A study of Danio rerio with 24 samples.

How the data were processed

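RNA was measured in wild-type zebrafish (Danio rerio, TLAB strain) embryos at 3 and 4 hours post fertilization (hpf). Embryos were left untreated, kept with oligomycin at 1 µM, or exposed to actinomycin D at 10 µg/ml. Oligomycin inhibits the mitochondrial ATP synthase, and actinomycin D blocks transcription. The treatment protocol places both inhibitors in the embryo medium from laying, whereas the series design speaks of injection for actinomycin D; the route was taken as unsettled. Each of the 6 combinations of treatment and time had 4 libraries, 24 in all.

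Libraries were prepared from total RNA with the Lexogen QuantSeq kit, which counts reads near the 3′ end of transcripts, per the labels' protocols. The deposited files hold read counts per Ensembl gene identifier, with the columns gene and read count per the file headers. These counts are whole numbers with a different total in each library and were taken as not normalized. The aligner, the genome build, the annotation release and the use of molecular identifiers are not stated in the labels. Because 3′ end counting gives about 1 position per transcript, no correction for gene length was made. Reads amplified by PCR are not independent molecules, so floors and simulated counting noise cover counting error only.

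All files listed the same 32520 identifiers in the same order. A symbol table matched 29201 of them and left 3319 without a symbol; symbols in that table often follow the human spelling in capitals. A RefSeq gene table of assembly GRCz12tu was used for synonyms alone. No coordinates were used here. Total counts ran from 1453642 (oligomycin 3 hpf replicate 3) to 3431533, with a median of 2675171.

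Replicates were numbered in accession order. The library numbers in the titles form 2 series of 12 libraries, with 2 libraries of each group per series, and 4 sets of 6 adjacent numbers, with 1 library of each group per set. What these numbers mark is not stated. Pairs of libraries of 1 group differed by more than counting noise, with a chi-square per gene of 3.60 or more, so none was treated as a duplicate. Deviations from the group means correlated above 0.1 in 57 of 60 pairs of libraries from the same set (median 0.419). A pair fell short of 0.1 in oligomycin against untreated at 3 hpf and at 4 hpf, and in untreated 3 hpf against oligomycin 4 hpf. It was the pair of replicates 1 each time, so a pairing is not excluded there. Every pair exceeded 0.1 in all other group comparisons. The set was therefore read as pairing the libraries in the other 7 pairwise comparisons.

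Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr by group kept 11238 genes, TMM factors scaled the libraries, and the quasi-likelihood test (robust) was fitted to all 24 libraries with a mean per group. All 9 pairwise comparisons and 2 interactions of treatment with time were tested, with Benjamini-Hochberg adjustment over the genes tested and a call at an adjusted p under 0.05. Group means are CPM, counts scaled to a common library size, after TMM scaling. Where every library of a group held 3 counts or fewer, the fold was computed against that floor and is a lower bound. The transcription-dependent set was defined as genes that rose with time in untreated embryos and were lower in actinomycin D at 4 hpf, each with an adjusted p under 0.05 and a log2 fold change of at least 1 in size. To keep definition and measurement apart, the set was also defined in each library series and measured in the other.

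In all, 7 gene lists were fixed: zygotic genes (27 of 29 names matched, 25 tested), maternal transcripts (13 of 13, all tested), mitochondrially encoded genes (13 of 13, all tested), ATP synthase subunits (15 of 18, all 15 tested), mitochondrial dynamics and contact genes (28 of 29, 24 tested), stress response genes (19 of 20, 14 tested) and glycolysis genes (28 of 30, 17 tested). In the mitochondrial dynamics and contact list and the glycolysis list, a name shared by gene copies was counted once per identifier. Their counts are therefore of identifiers rather than of distinct names. The list called ATP synthase subunits also holds the inhibitory factor genes atp5if1a and atp5if1b, which are not subunits. Below, that name stands for the whole list. Lists were tested with camera (inter-gene correlation 0.01) and with fry in limma 3.58.1 over 35 combinations of list and comparison. Values per library, with a prior count of 2 for log2 CPM, were compared by 2-sided exact permutation tests, adjusted over the 9 pairwise comparisons. With 4 libraries against 4 the smallest p is 0.0286. These tests did not keep the library sets together, although the set was read as pairing 7 of the comparisons. A permutation within 4 pairs could not reach a p that small, and none was run. The groups, designs, lists, all other alternatives and the rule for naming genes were chosen before the data were examined. That rule took, per pairwise comparison and direction, the 3 genes with a symbol and the smallest p among those with an adjusted p under 0.05, a log2 fold change of at least 1 in size and no overlap between the groups, plus members of the lists; not every gene that met it is reported here.

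The alternatives were DESeq2 size factors, total counts without a composition factor, no count filter, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, a fit of the compared groups alone, the library series as a covariate, the library set as a replicate block, each series alone and each library left out in turn. The fits of the cross-measured set without an actinomycin D 4 hpf library were added after seeing the data. Set limits of 0.5 and 2, a prior count of 0.5, fry and an estimated inter-gene correlation were also run. Figures were drawn with matplotlib 3.10.9.

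The methods were tested on simulated data drawn from the real means, library sizes and dispersions. With 200 genes changed by 1.5 on the log2 scale, edgeR recovered 76.5% and 3.17% of its calls were unchanged genes; DESeq2 recovered 78.5% with 8.72%. With no difference simulated, edgeR called 0 genes. Of 200 unchanged lists, 2% passed p under 0.05 by camera and 6.5% by fry; these unchanged lists were added after a single unchanged list had given a fry p of 0.0165. A true share of 0.5 of the actinomycin D effect was recovered as 0.478. For a true position of 0.5 between the untreated times, the fewest calls (0) fell on positions from 0.3 to 0.6.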

Results

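The data comprised 24 QuantSeq libraries of zebrafish embryos, 4 in each of 6 groups: untreated, oligomycin-treated and actinomycin D-treated embryos at 3 and 4 hpf. The design asks whether embryos in which mitochondrial ATP synthesis is inhibited activate zygotic genes, with actinomycin D embryos as the control without zygotic transcription. The mean total count per library was between 2524150 ± 583800 (SD, n = 4; untreated 4 hpf) and 2755410 ± 346700 (SD, n = 4; untreated 3 hpf), and totals did not differ in any of the 9 pairwise comparisons (exact permutation tests, smallest adjusted p 1). The first principal component of log2 CPM held 44.6% of the variance and the second 13.6%.

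Untreated embryos were compared between 3 and 4 hpf to measure the normal change. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1437 genes were higher and 1643 lower at 4 hpf among 11238 tested, of which 561 and 445 changed at least 2-fold. Of the alternatives, the second library series alone moved this count most, to 1307 genes. Scaling by total counts gave 1003 genes higher and 2003 lower, and 898 were higher without untreated 4 hpf replicate 1. With the library set as a block 4345 genes were called, 2080 higher and 2265 lower. PRKCD (ENSDARG00000070651) rose by 3.73 on the log2 scale (SE 0.309, adjusted p 1.32e-07), from 10.8 ± 2.75 to 143.2 ± 34.8 CPM (SD, n = 4). BTG1 (ENSDARG00000027249) and hnrnpa0a (ENSDARG00000089302) rose by 1.89 and 2.77. Under the naming rule the genes of smallest p among those that fell were M6PR (ENSDARG00000018432, log2 fold change -1.07), si:dkey-52l18.4 (ENSDARG00000075092, -2.06) and ARHGAP1 (ENSDARG00000024324, -1.01).

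In actinomycin D embryos, 363 genes were higher and 865 lower at 4 than at 3 hpf, and with the library set as a block 2375 genes were called. Only 4 of those higher and 274 of those lower changed at least 2-fold. Scaling by total counts gave 203 higher and 952 lower. The number called fell to 557 without actinomycin D 3 hpf replicate 4, and the number higher to 65 without actinomycin D 4 hpf replicate 2. NOCT (ENSDARG00000077726) fell by 1.89 on the log2 scale (SE 0.231, edgeR adjusted p 6.16e-05), from 25.3 ± 2.63 to 6.43 ± 3.59 CPM (SD, n = 4). U6 (ENSDARG00000102217) and DENND4B (ENSDARG00000102914) rose by 1.13 and 1.49, but they lost their calls in 5 and 6 of the 24 fits that left out 1 library, among them the fit without actinomycin D 3 hpf replicate 4 for both; U6 has many near-identical copies and its counts are uncertain.

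In oligomycin embryos, 56 genes were higher and 2 lower at 4 than at 3 hpf. This count ranged from 2 without oligomycin 3 hpf replicate 1 to 159 without oligomycin 4 hpf replicate 1, and was 109 with the library set as a block. Under the naming rule the 3 genes of smallest p that rose were bmp7a (ENSDARG00000018260), ndr2 (ENSDARG00000101279) and abca1b (ENSDARG00000079009). Because all oligomycin 3 hpf libraries were at the floor of 3 counts, bmp7a was at least 13.1-fold and abca1b at least 7.07-fold higher, while ndr2 rose by 3.85 on the log2 scale (SE 0.602, edgeR adjusted p 0.00781). The call of abca1b was lost without oligomycin 3 hpf replicate 1 and without oligomycin 4 hpf replicate 4.

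Actinomycin D was compared with untreated embryos to define what depends on zygotic transcription. At 3 hpf 2 genes were higher and 46 lower, falling to 30 calls with the library set as a block, to 0 when genes needed 10 counts in every library (64 at an unadjusted p under 0.05), and to 18 without actinomycin D 3 hpf replicate 4. It rose to 94 without untreated 3 hpf replicate 3. Of the genes that were lower, those of smallest p under the naming rule, which asks for a symbol, were irx7 (ENSDARG00000002601), at least 58.7-fold lower, vox (ENSDARG00000099761), lower by a log2 fold change of -6.74 (SE 0.852, adjusted p 0.000457), and grhl3 (ENSDARG00000078552), at least 61.5-fold lower. MT-ND6 (ENSDARG00000063922) was higher, at 52.2 ± 10.3 against 19.2 ± 3.74 CPM (SD, n = 4; edgeR adjusted p 0.0199); it overlaps transcripts of the other mitochondrial strand and the strand use of the counting is not stated, so it is uncertain. Its call was lost in 5 of the 24 fits that left out 1 library, for example without actinomycin D 3 hpf replicate 4.

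At 4 hpf actinomycin D embryos had 494 genes higher and 800 lower than untreated embryos, 101 and 619 of them by at least 2-fold. Without untreated 4 hpf replicate 1, 259 were higher. With the library set as a block 1853 genes were called, 852 higher and 1001 lower. The second library series alone gave 70 higher and 401 lower. NOCT fell by 3.41 on the log2 scale (SE 0.224, edgeR adjusted p 4.74e-10), from 72.7 ± 11.8 to 6.43 ± 3.59 CPM (SD, n = 4). The other lower genes of smallest p under that rule were ovol1a (ENSDARG00000076472, log2 fold change -2.95) and BTG1 (-2.21). Among those higher were M6PR (1.29) and STARD7 (ENSDARG00000074858, 1.42).

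Oligomycin was then compared with untreated embryos. At 3 hpf 0 genes were called, with 486 at an unadjusted p under 0.05. At 4 hpf 1383 genes were higher and 1017 lower, 458 and 367 of them by at least 2-fold. Scaling by total counts gave 1703 higher and 638 lower. With the library set as a block, not read as a pairing here, 3743 genes were called. The count was 2294 in the first library series alone and 164 in the second, with 2 libraries per group in each; in the second, 157 were higher and 7 lower. Without untreated 4 hpf replicate 1 the count was 1537, with 452 lower, and without oligomycin 4 hpf replicate 1 it was 1598. BTG1 fell by 1.57 (SE 0.182, edgeR adjusted p 9.63e-06), from 340.7 ± 78.6 to 114.2 ± 38.2 CPM (SD, n = 4). PRKCD fell by 2.23. The higher genes of smallest p under the naming rule were si:ch211-160j14.2 (ENSDARG00000073961, log2 fold change 2.06), MRPL48 (ENSDARG00000035167, 1.52) and si:dkey-52l18.4 (2.05).

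**Figure D1:**
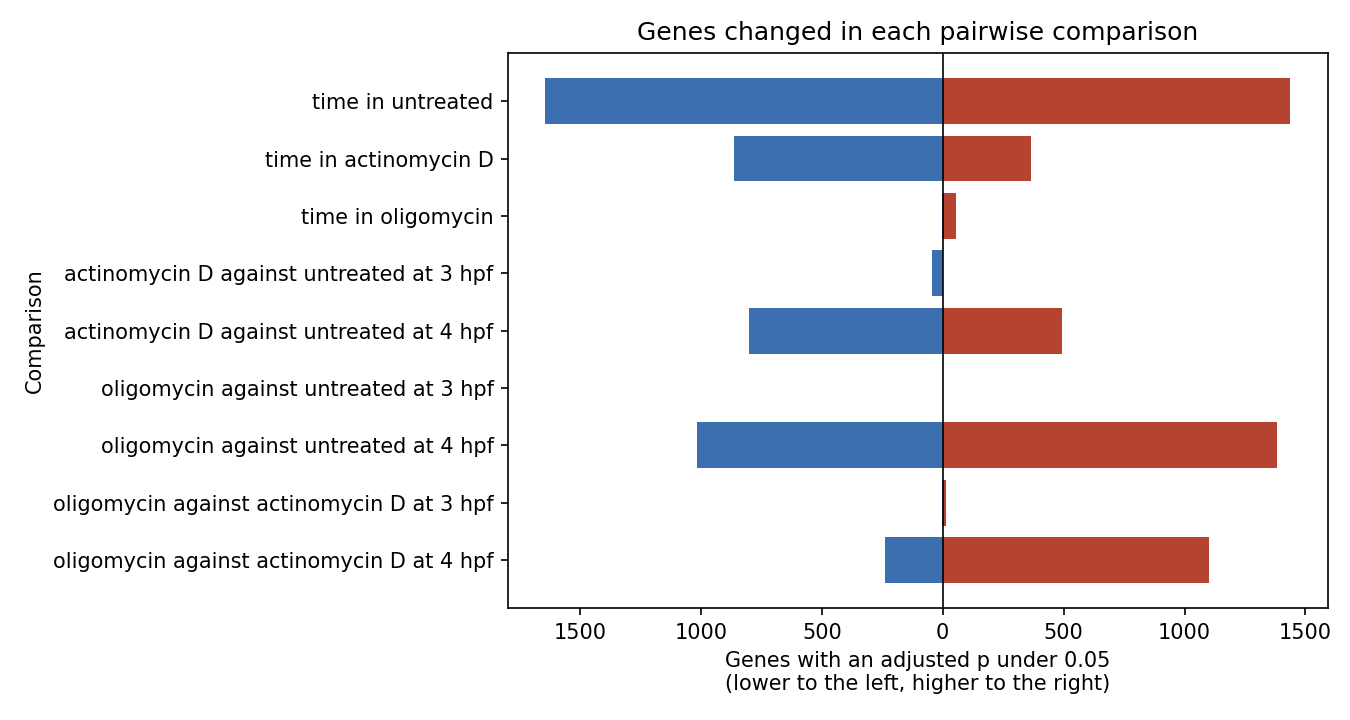
Numbers of genes with an adjusted p under 0.05 in each of the 9 pairwise comparisons (x axis, number of genes; lower to the left, higher to the right; y axis, comparison). Oligomycin against untreated embryos gave 0 genes at 3 hpf, and 1383 higher and 1017 lower at 4 hpf.

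The effect of each inhibitor was compared between the times by an interaction term. The oligomycin effect differed between 3 and 4 hpf for 115 genes (91 higher, 24 lower at 4 hpf). The count was 0 without oligomycin 4 hpf replicate 1, without oligomycin 4 hpf replicate 3 and without untreated 3 hpf replicate 3 (1420, 1535 and 1550 genes at an unadjusted p under 0.05), and 361 were called without oligomycin 4 hpf replicate 4. Scaling by total counts gave 177 higher and 20 lower. With the library set as a block, not read as a pairing of oligomycin with untreated libraries, 856 genes were called. The actinomycin D effect differed for 194 genes (81 higher, 113 lower), ranging from 96 without actinomycin D 3 hpf replicate 3 to 303 without untreated 4 hpf replicate 4, and for 457 with the library set as a block. In the first library series alone the oligomycin and actinomycin D counts were 131 and 115. In the second library series alone both counts were 0, with 903 genes for oligomycin and 517 for actinomycin D at an unadjusted p under 0.05.

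Both inhibitors were compared directly. At 3 hpf oligomycin embryos had 15 genes higher and 2 lower than actinomycin D embryos, a count that dropped to 7 without actinomycin D 3 hpf replicate 2. At 4 hpf 1100 genes were higher and 240 lower, and with the library set as a block 2339 genes were called, 1569 higher and 770 lower. Scaling by total counts gave 1173 higher and 130 lower. Without actinomycin D 4 hpf replicate 2 the number lower was 41. At 4 hpf NOCT was higher by 2.90 (SE 0.224, edgeR adjusted p 1.72e-08), ctss2.1 (ENSDARG00000074656) by 1.14, and tagapa (ENSDARG00000002353) at least 16.5-fold. At 3 hpf mxtx2 (ENSDARG00000015906) was at least 39.7-fold and GADD45B (ENSDARG00000013576) at least 21.4-fold higher. The microRNA precursor dre-mir-430b-6 (ENSDARG00000109380) had 0 counts in the 4 actinomycin D libraries and was at least 10.3-fold higher in oligomycin; it belongs to a family of near-identical copies, so its counts are uncertain. MT-ND6 was lower in oligomycin at both times (log2 fold change -1.56 at 3 hpf and -1.58 at 4 hpf), but its call at 3 hpf was lost without oligomycin 3 hpf replicate 1, among 5 such fits.

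The transcription-dependent set held 511 genes. At 4 hpf 356 of them (69.7%) were called lower in oligomycin than in untreated embryos and 0 higher; 510 had a fitted log2 fold change below 0. The set was chosen against the same untreated libraries, so these values are not independent of that choice; its median log2 fold change there was -1.69. Defined in one library series and measured in the other, its median log2 fold change in oligomycin was -1.89, being -2.85 in the first series and -0.93 in the second. In actinomycin D that median was -5.20, or -3.51 with genes at their bound. The oligomycin median was 0.364 of the actinomycin D median on the log2 scale, or 0.529 with genes at their bound, and this share was 0.422 in the first and 0.255 in the second series. With 1 library left out these ran from 0.295 to 0.520 and from 0.136 to 0.450, and the second exceeded the first without oligomycin 4 hpf replicate 4 or actinomycin D 4 hpf replicate 3, so the order of the series is not settled. The share over both was lowest, at 0.298, without actinomycin D 4 hpf replicate 3, and was 0.318 without replicate 4. These 2 fits were chosen after seeing the data. Without replicate 3, the genes measured in the first series were defined with 1 actinomycin D 4 hpf library, replicate 4, flagged below for its zygotic level. That set was far smaller than in the main fit, so this fit alone cannot decide the order of the series or the lowest share. The mean of the set per library was lower by 1.89 in oligomycin (difference -1.89, exact permutation test within series, 2-sided p 0.0556, the smallest that 36 permutations allow). The pooled SD between libraries of the same group and the same series was 0.503. Relative to actinomycin D at 4 hpf, 295 of the 511 genes were called higher in oligomycin, but the set was chosen to be low in these actinomycin D libraries. Defined and measured in separate series, its mean was higher by 1.90 in oligomycin than in actinomycin D at 4 hpf, and rose with time by 1.53 in oligomycin (exact permutation tests within series, 2-sided p 0.0556 each) and by 0.10 in actinomycin D (exact permutation test, p 1).

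Across the 11238 genes, the log2 fold changes of oligomycin and actinomycin D against untreated at 4 hpf had a Pearson r of 0.722 and a Spearman rho of 0.621; genes are not independent replicates. Groups simulated as unchanged gave 0.121 to 0.236 in 100 draws. They were drawn around the mean of these same untreated libraries, which leaves out most error of the shared control. That range therefore cannot show how much of r the shared libraries make. With each inhibitor measured in a different library series, and so without shared libraries, r was 0.526 and 0.672.

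The zygotic list stood at 6.51 ± 0.44 log2 CPM in untreated, 4.65 ± 0.94 in oligomycin and 0.72 ± 1.03 in actinomycin D embryos at 4 hpf (SD, n = 4). At 3 hpf it stood at 3.17 ± 1.08, 2.21 ± 0.86 and 0.20 ± 0.03. Apart from 4 hpf replicate 4, the actinomycin D levels lie near the lowest value that the prior count of 2 allows. The size of differences from actinomycin D therefore depends on that count. The oligomycin difference at 4 hpf was -1.86, with all 4 oligomycin libraries below all 4 untreated ones (exact permutation test, 2-sided p 0.0286, adjusted p 0.0367), and was -2.74 in the first and -0.98 in the second library series. Without oligomycin 4 hpf replicate 4 it was -2.26 (exact permutation test, adjusted p 0.0514), and without any 1 of the untreated 4 hpf libraries the adjusted p was 0.0735; the remaining libraries did not overlap in any of these fits. At 3 hpf the difference of -0.97 lay within the spread (exact permutation test, adjusted p 0.257), being -2.0 in the first and 0.07 in the second series, and -0.58 without untreated 3 hpf replicate 2. Oligomycin embryos exceeded actinomycin D embryos by 2.0 at 3 hpf and 3.93 at 4 hpf (exact permutation tests, adjusted p 0.0367 each). With another prior count or scaling these differences ran up to 2.85 and 5.0. The permutation tests of this list did not keep the library sets together, so they treat the libraries as unpaired. Without oligomycin 4 hpf replicate 4, the adjusted p of each of the 7 differences with an adjusted p of 0.0367 became 0.0514 or 0.0735 (exact permutation tests). For the 4 differences without that library the values did not change and only the adjustment did, so their shift says nothing about dependence on it. The rise from 3 to 4 hpf was 3.34 in untreated and 2.44 in oligomycin embryos (exact permutation tests, adjusted p 0.0367 each); in oligomycin the adjusted p was 0.0735 without oligomycin 3 hpf replicate 1 or 3 or 4 hpf replicate 4. In actinomycin D the rise of 0.52 (exact permutation test, adjusted p 0.429) came from replicate 4; without it the difference was 0.01.

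**Figure D2:**
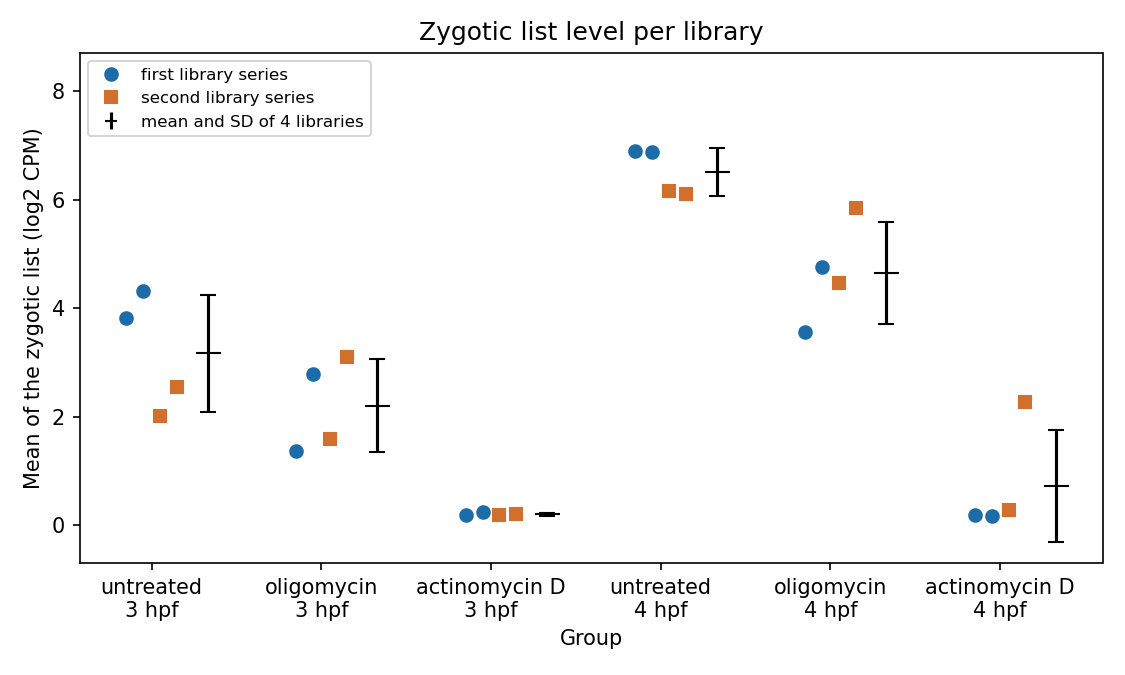
Mean log2 CPM of the 25 tested zygotic list genes in each library (y axis) by group (x axis); circles are the first and squares the second library series, and bars give the mean and SD of 4 libraries. At 4 hpf the oligomycin mean of 4.65 lies between the untreated mean of 6.51 and the actinomycin D mean of 0.72.

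As a list, zygotic genes were lower in oligomycin at 4 hpf with a median log2 fold change of -1.60 (camera adjusted p 3.5e-11, fry adjusted p 0.00292). Of these genes 12 were called lower among all genes tested and 19 when adjusted over the list alone. They were lower in actinomycin D at 3 hpf (median -5.72, or -3.68 with genes at their bound; fry adjusted p 0.0482) and at 4 hpf (median -6.31, or -5.95 at the bound, and -8.99 without actinomycin D 4 hpf replicate 4; fry adjusted p 0.000142), and rose with time in untreated embryos (median 2.87, fry adjusted p 0.000142). At 4 hpf in actinomycin D 25 of 25 were called lower, also when adjusted over the list alone. The largest fall in oligomycin among list members was that of vgll4l (ENSDARG00000068409), by 3.73 on the log2 scale (SE 0.881, edgeR adjusted p 0.00671), whereas mxtx2 changed by -0.21 (SE 0.448, edgeR adjusted p 0.787).

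Maternal transcripts fell with time in untreated embryos (median -1.07, fry adjusted p 0.000142) and were higher in oligomycin at 4 hpf (median 0.73, fry adjusted p 0.000142), with 9 genes called higher over all genes, and 10 higher and 1 lower when adjusted over the list alone. In actinomycin D at 4 hpf their camera adjusted p was 0.0681, and 0.0400 with the library set as a block; over the alternatives it ran from 0.0164 (without actinomycin D 4 hpf replicate 2) to 0.419. ATP synthase subunits fell with time (median -0.30, fry adjusted p 0.00386) and were higher in oligomycin at 4 hpf (median 0.37, fry adjusted p 0.00117), with 5 called over all genes and 8 when adjusted over the list alone; ATP5PD (ENSDARG00000098355) was higher by 1.47 (SE 0.311, edgeR adjusted p 0.00199). The fall with time had a camera adjusted p of 0.0599 without untreated 4 hpf replicate 4 (range over the alternatives 0.00386, by fry, to 0.306; the lowest by camera was 0.00716).

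Camera called 12 and fry 13 of the 35 list tests, and 9 were called by both; with an estimated inter-gene correlation camera called 0. Held by camera but not fry were mitochondrially encoded genes in actinomycin D at 3 hpf (median 0.26, fry adjusted p 0.309), and zygotic genes and ATP synthase subunits in oligomycin at 3 hpf (fry adjusted p 0.434 and 0.309). At 3 hpf the camera calls of both lists in oligomycin were lost without oligomycin 3 hpf replicate 1, with adjusted p of 0.0977 and 0.101 (ranges over the alternatives 1.85e-09 to 0.444 and 0.0104 to 0.374). The ATP synthase call was lost in 4 of the 24 fits that left out 1 library, also without oligomycin 3 hpf replicates 2 and 4 (camera adjusted p 0.0842 and 0.0673) and without untreated 3 hpf replicate 2 (0.360). By fry alone, stress response genes were lower (median -0.20, adjusted p 0.0167) and glycolysis genes higher (median 0.20, adjusted p 0.0482) in oligomycin at 4 hpf. With 1 library left out these medians ran from -0.25 to -0.14 and from 0.10 to 0.26, the 0.10 without untreated 4 hpf replicate 4. Both lists were also called by fry alone with time in untreated embryos. Stress response genes were lower in actinomycin D at 4 hpf by both methods (median -0.22). With 1 library left out that median ran from -0.22 to -0.11, the latter without untreated 4 hpf replicate 3. The camera adjusted p was 0.0692 without actinomycin D 4 hpf replicate 3. Over the alternatives the adjusted p ran from 0.00034, by fry, to 0.156, and the lowest by camera was 0.00961. Mitochondrial dynamics and contact genes were called by neither method in any of the 5 comparisons with list tests; in oligomycin at 4 hpf their median was 0.07.

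Mitochondrially encoded genes took 0.110% ± 0.0294 of counts in untreated, 0.0991% ± 0.00945 in oligomycin and 0.128% ± 0.0279 in actinomycin D embryos at 4 hpf (SD, n = 4). At 3 hpf actinomycin D embryos, at 0.112% ± 0.00421, did not overlap with untreated embryos, at 0.0957% ± 0.0121 (SD, n = 4; difference 0.0164, exact permutation test, 2-sided p 0.0286). That p is the smallest 4 against 4 libraries allow, and it adjusts to 0.257 over the 9 comparisons, so a lone difference could not pass. None of the 9 did.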

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

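The tests of mixing, of a mislabelled library, of a partial block and of a difference between library series were chosen only after the result was seen. In 42 groups of 4 libraries examined for a library far from the others, 2 stood out, and chance alone gives 2.1.

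In actinomycin D embryos at 4 hpf, replicate 4 had a zygotic list level of 2.27 log2 CPM, with a gap to the next library of 0.945 of the group's range. The lowest of the 3 others stood at 0.16. Of the 25 tested zygotic genes, 23 were higher in this library than in the 3 others, which argues against a few genes carrying the difference. A swapped label was tested on 261 genes called lower in actinomycin D 4 hpf than in untreated 3 hpf embryos in the first library series and not rising with time there. Over these the library stood at 5.57 log2 CPM and replicate 3 at 5.43, below the 10 second series libraries of other groups, the lowest at 6.02, which argues against a swap with any of those. A test tried before it, the distance to the mean of each group over all genes, did not decide: the library was nearest untreated 3 hpf (0.490, against 0.508 to its own group), but only 12 of the 24 libraries were nearest their own group. Over 108 transcription-dependent genes the library held 1207 counts, against 48, 28 and 82 in replicates 1 to 3. These counts were close to a constant proportion of those of untreated 4 hpf replicate 4, from the same library set (chi-square per gene 1.78, against 2.88 for untreated 4 hpf replicate 3 and 38.3 for untreated 3 hpf replicate 4). RNA from unblocked embryos mixed into the library may therefore account for the level. A partial block of transcription in the embryos of this library would leave a similar profile: the set stood at 4.71% of the untreated 4 hpf replicate 4 level. No value here separates mixing from a partial block, and a biological difference between embryos was not tested.

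In untreated embryos at 4 hpf, replicate 2 had 15708 genes detected, with a gap of 0.871 of the group's range below the next library. It also had the lowest total of its group, 1707133. When the 3 other libraries were thinned to that total, they held 15539 to 15774 genes, so a lower library size may account for the difference.

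The oligomycin effect differed between 3 and 4 hpf for 115 genes (edgeR interaction term, adjusted p under 0.05). With the 16 libraries involved thinned to 1453642 counts, 1789 genes were called at 4 hpf and 0 at 3 hpf (414 at an unadjusted p under 0.05), which argues against library size as the whole cause of the contrast between the times. Each series holds the same number of libraries of every group, so an offset between the series cannot make this result, but an effect present in 1 series alone could. The 1657 genes with an unadjusted p under 0.05 in the first series differed in the same direction in the second, by a mean of 0.44 on the log2 scale (SE 0.152, interval 0.0228 to 0.867), and 896 genes chosen in the second differed in the first by 0.75 (SE 0.255, interval 0.0390 to 1.46). This argues against a difference between library series as the whole cause, by a narrow margin. Within the first series alone 131 genes were called (95 higher, 36 lower), and within the second 0 (903 at an unadjusted p under 0.05). The count was 0 without oligomycin 4 hpf replicate 1, without oligomycin 4 hpf replicate 3 or without untreated 3 hpf replicate 3 (1420, 1535 and 1550). With the library set as a block, not read as a pairing of oligomycin with untreated libraries, it was 856. In a fit of the 4 groups alone 15 genes were called, and 4 of 100 regroupings, the real one included, gave as many, with up to 1029 in another. An effect of oligomycin that grows between 3 and 4 hpf stays open as a hypothesis for these genes.

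The actinomycin D effect differed between the times for 194 genes by the same term. With 16 libraries thinned to 1707133 counts, 1057 genes were called at 4 hpf and 52 at 3 hpf. Genes chosen in the first series differed in the second by 0.69 (SE 0.0404), and those chosen in the second differed in the first by 1.42 (SE 0.0943), so neither library size nor the library series was the whole cause. In the fit of the 4 groups alone 174 genes were called, and 4 of 100 regroupings gave as many, with up to 784 in another. The count was 96 without actinomycin D 3 hpf replicate 3, 303 without untreated 4 hpf replicate 4, and 0 in the second series alone (517 at an unadjusted p under 0.05). The design gives a biological reading, more transcription to block at 4 than at 3 hpf, which may hold here but was found and tested on the same libraries.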

How the results depend on the processing

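The tests of the position between the untreated times and the fits of the cross-measured set without an actinomycin D 4 hpf library were chosen only after the result was seen, and every alternative set in advance was run.

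With genes needing 10 counts in every library, the calls fell to 0 for time in oligomycin (438 at an unadjusted p under 0.05), 0 for actinomycin D against untreated at 3 hpf (64) and 0 for oligomycin against actinomycin D at 3 hpf (321). They were 661 for actinomycin D against untreated and 893 for oligomycin against actinomycin D at 4 hpf, and 216 for the oligomycin by time interaction. The transcription-dependent set shrank to 97 genes. This filter removes genes at the floor in actinomycin D, which is part of the cause. Without a count filter, time in actinomycin D gave 748 and time in oligomycin 32 genes. Scaling by total counts gave 197 for the oligomycin by time interaction. DESeq2 gave 132 for time in oligomycin, 146 for actinomycin D against untreated at 3 hpf, 55 for oligomycin against actinomycin D at 3 hpf, and 430 and 327 for the oligomycin and actinomycin D interactions. Fits of the compared groups alone gave 12 for time in oligomycin, 21 for actinomycin D against untreated at 3 hpf, 846 for oligomycin against actinomycin D at 4 hpf and 15 for the oligomycin interaction. The cause was not tested for these.

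The first library series alone gave 1880 genes for time in untreated, 219 for time in actinomycin D and 6 for time in oligomycin. It gave 21 for actinomycin D against untreated at 3 hpf and 4 for oligomycin against untreated at 3 hpf. For oligomycin against actinomycin D it gave 1 and 866 at 3 and 4 hpf. In this series the oligomycin and actinomycin D interactions gave 131 and 115 genes. The second gave 1307 for time in untreated, 369 for time in actinomycin D, 0 for time in oligomycin (1070 at an unadjusted p under 0.05), 1 and 471 for actinomycin D against untreated at 3 and 4 hpf, 164 for oligomycin against untreated at 4 hpf, 1 and 253 for oligomycin against actinomycin D, and 0 for both interactions (903 and 517). These fits have 2 libraries per group.

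With the library set as a replicate block, 4345 genes were called for time in untreated. The block gave 2375 for time in actinomycin D and 109 for time in oligomycin. For actinomycin D against untreated it gave 30 at 3 hpf and 1853 at 4 hpf. For oligomycin against actinomycin D at 4 hpf it gave 2339. Between oligomycin and untreated libraries of the same set, deviations of replicate 1 correlated at -0.000271 at 3 hpf and 0.0763 at 4 hpf. Replicates 2 to 4 gave 0.581, 0.334 and 0.293 at 3 hpf and 0.494, 0.476 and 0.184 at 4 hpf. Because replicate 1 fell short of 0.1, the block was kept as an alternative for oligomycin against untreated, but a pairing is not excluded. For this comparison it gave 3743 genes at 4 hpf and 0 at 3 hpf (933 at an unadjusted p under 0.05). The oligomycin and actinomycin D interactions gave 856 and 457. With this block, oligomycin 4 hpf was also placed on the line from untreated 3 hpf (position 0) to untreated 4 hpf (position 1). It gave 9 genes at 0, 6 at 0.1 and at 0.2 and 59 at 0.3 (620, 551, 678 and 1023 at an unadjusted p under 0.05). The 9 genes at 0 were all higher, and for the other genes this fit does not exclude position 0. Actinomycin D came no closer than 1301, at 0.5. Of the 2400 genes called at 4 hpf without the block, 2399 were called with it. Of the list tests, the block changed only the call of maternal transcripts in actinomycin D at 4 hpf. With the library series as a covariate the oligomycin interaction gave 341 genes.

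Across the 24 fits that each left out 1 library, calls ranged from 2227 to 3283 for time in untreated, 557 to 1344 for time in actinomycin D, 2 to 159 for time in oligomycin, 18 to 94 and 919 to 1467 for actinomycin D against untreated at 3 and 4 hpf, 0 to 0 (204 to 938 at an unadjusted p under 0.05) and 1537 to 2750 for oligomycin against untreated, 7 to 23 and 896 to 1445 for oligomycin against actinomycin D, and 0 to 361 and 96 to 303 for the oligomycin and actinomycin D interactions. The lowest came without actinomycin D 3 hpf replicate 4 for time in actinomycin D, without oligomycin 3 hpf replicate 1 for time in oligomycin, without actinomycin D 3 hpf replicate 4 and without untreated 4 hpf replicate 1 for the inhibitors against untreated, and without actinomycin D 3 hpf replicate 2 for the inhibitors compared at 3 hpf. The set held 433 to 586 genes. In 12 such fits its cross-measured median in oligomycin was -2.28 to -1.49 and the share of the actinomycin D effect 0.298 to 0.436. Both the highest median and the lowest share came without actinomycin D 4 hpf replicate 3. In that fit the set measured in the first series was far smaller. It was defined with 1 second series actinomycin D 4 hpf library, replicate 4. Camera called 10 to 14 of the list tests, and 0 with an estimated inter-gene correlation.

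The zygotic list level in oligomycin against untreated at 4 hpf was -2.26 to -1.49. Its adjusted p passed 0.05 in 5 of the 24 fits (exact permutation tests, 0.0367 to 0.0735), at -1.73, -1.73, -1.98 and -2.0 without untreated 4 hpf replicates 1 to 4 and at -2.26 without oligomycin 4 hpf replicate 4. The difference in the percentage of counts on mitochondrially encoded genes was -0.0199 to 0.00175, reversed without untreated 4 hpf replicate 3; for oligomycin against actinomycin D at 3 hpf it ran from -0.0104 to 0.00342, reversed without oligomycin 3 hpf replicate 4.

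List directions by camera reversed in 9 cases, in 7 of these fits, none past the threshold, and the cause was not tested. In actinomycin D at 3 hpf ATP synthase medians were -0.05 without untreated replicate 2, -0.03 and -0.057 without actinomycin D replicates 3 and 4 (range -0.057 to 0.064), and glycolysis medians were 0.00843 without untreated replicate 1 and -0.01 without actinomycin D replicate 2 (range -0.097 to 0.00843). In oligomycin at 3 hpf mitochondrially encoded medians were -0.00292 without untreated replicate 1 and 0.04 without oligomycin replicate 2 (range -0.00292 to 0.248), and glycolysis medians were -0.048 without untreated replicate 2 and -0.024 without oligomycin replicate 3 (range -0.048 to 0.095). Other list tests changed in 20 cases under other choices (15 weaker, 5 stronger) and in 19 with 1 library left out (7 weaker, 12 stronger).

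Of 41 pairs of a named gene and a comparison, 23 kept their call in every setting run, 18 lost it in at least 1, and 0 reversed.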

Other observations

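Among the tests below, those of the position between the untreated times, of collection age and of scaling, and the regroupings of genes and of camera lists for oligomycin against untreated at 4 hpf, were chosen only after the result was seen.

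Other splits of the same 8 libraries into 4 and 4 were compared with the real groups, in fits of the compared groups alone. For time in untreated 1 of 35 splits, the real one, gave as many genes as its 2557, for time in actinomycin D 1 of 35, for actinomycin D against untreated at 4 hpf 1 of 35, for oligomycin against untreated at 4 hpf 1 of 35 and for oligomycin against actinomycin D at 4 hpf 1 of 35. For time in oligomycin 2 of 35 splits gave as many as its 12 genes, with 67 in another. For actinomycin D against untreated at 3 hpf 3 of 35 gave as many as its 21, and the split by library series gave 442; the fit with the library set as a block gave 30. For oligomycin against actinomycin D at 3 hpf 3 of 35 gave as many as its 13. For oligomycin against untreated at 3 hpf, where 0 genes were called (250 at an unadjusted p under 0.05), 35 of 35 gave as many. In each of the 8 comparisons with calls, among the 8 splits that part all 4 library sets only the real one gave as many, and the others gave 0 genes. A transcription-dependent set as large as the 479 genes of these fits came from 1 of 100 regroupings, the real one, with 0 genes in another.

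For the lists, camera called as many in 12 of 35 splits for time in untreated, 15 for actinomycin D against untreated at 3 hpf, 16 at 4 hpf, 13 for oligomycin against untreated at 3 hpf and 13 at 4 hpf. Camera calls of these lists were thus matched by many other groupings. Fry called as many in 1, 2 and 2 of 35 splits for time in untreated and for actinomycin D at 3 and 4 hpf, and in 35 and 1 of 35 for oligomycin at 3 and 4 hpf; at 3 hpf it called 0 lists.

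In oligomycin at 4 hpf, 884 of the 1017 genes called lower (86.9%) were among those that rose with time in untreated embryos, and 1228 of the 1383 called higher (88.8%) were among those that fell. The opposite patterns held 0 and 0 genes. Across genes the oligomycin effect and the untreated change with time had a Pearson r of -0.920 and a Spearman rho of -0.910. Unchanged groups simulated around the mean of the shared untreated libraries gave -0.249 to -0.130. This range leaves out most of the shared error, so it cannot show how much of r that error makes. With the effects taken from different library series, and so without shared libraries, r was -0.689 and -0.828. The oligomycin 4 hpf libraries were then compared with points on the line from untreated 3 hpf (position 0) to untreated 4 hpf (position 1). Against untreated 3 hpf 13 genes were called, against positions 0.2 and 0.3 the fewest, 1 gene each (347 and 563 at an unadjusted p under 0.05), against 0.5 144 genes and against untreated 4 hpf 2400. The 1 gene at position 0.2 was MELK (ENSDARG00000030759), higher by 0.89 (edgeR adjusted p 0.0144); it was chosen after its values were seen. Actinomycin D embryos came no closer than 616 genes, at position 0.3, or 1301 at 0.5 with the library set as a block.

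Slower progress along the untreated change may account for the oligomycin profile, with 1 gene called off the line. Genes of next smallest p at position 0.2 also lay above it, ndr2 by 2.57 and SLC7A8 by 4.06 on the log2 scale. They were not called (edgeR adjusted p 0.115 and 0.149) and were chosen after their values were seen. Few calls therefore do not show that all genes lay on the line. With the library set as a block the fewest were 6 genes, at positions 0.1 and 0.2. Against untreated 3 hpf 13 genes were called without the block and 9 with it, all higher. For the other genes no progress from untreated 3 hpf is not excluded. Collection at an earlier age would also place the libraries between the times, at a position of 0.2, and no value here separates it from slower progress. TMM factors alone did not make the lower calls, since 638 genes were called lower in oligomycin under total counts. Both scalings are relative, so a change in the total amount of RNA was not tested. The position was not shared by the libraries: from genes that rise it was -0.15, 0.16, 0.41 and 0.82 in replicates 1 to 4, and from genes that fall -0.54, -0.13, 0.07 and 0.43. In 4 of 4 libraries the falling genes gave the lower position, which argues against a single position for both. Slower progress and an earlier age thus both need rising and falling genes to follow different courses between 3 and 4 hpf, which was not tested. In simulated data with a true position of 0.5, the fewest calls spanned 0.3 to 0.6, so the position is not sharply set.

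A gene without a symbol, ENSDARG00000083480, held 50 to 108 counts in each of the 8 actinomycin D libraries and 3 or fewer in each of the 16 others. It was the only gene (1) with at least 10 counts in every actinomycin D library and at most 3 in every other, and was chosen after its values were seen. No explanation was tested.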
